A study of Mus musculus with 9 samples. Its data were reported in "Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation" (2022).

How the data were processed

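Poly(A) RNA from 9 cultures, 3 each of WT, CdxKO and T/BraKO cells, was sequenced by the authors as single-end, strand-specific reads. The authors trimmed adapters with cutadapt, then aligned and quantified the reads with STAR and RSEM against RefSeq genes of the mouse genome build mm10. They deposited gene-level expected counts, which are RSEM's estimates and need not be whole, and TPM (a transcript's share of all transcripts, scaled to a fixed total), which the authors' software scales for transcript length within each library. Between 3.75% and 4.00% of the expected counts in a library were fractional, which happens where reads are shared between genes. The libraries were grouped by the genotype and replicate number in their labels. Per-sample columns of the deposited table were matched to libraries by name, and none was left over.

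The deposited expected counts were rounded to whole numbers and analysed in R 4.3.3. The main test was the Wald test of DESeq2 1.42.0 with genotype as the only term, fitted to all 9 libraries, with default size factors, unshrunken log2 fold changes and Benjamini-Hochberg adjusted p of at most 0.05. DESeq2 was taken as the main test because the study's methods name it, and edgeR 4.0.16 was run as an alternative. The deposited TPM values were not tested. Across genes with a mean normalised count of at least 50, the log2 ratios of mean TPM correlated with the log2 fold changes from counts at r of 0.999 or above. Gene sets were tested with fry of limma 3.58.1 (directional, two-sided) on log2 CPM with TMM factors and a prior count of 2, for genes that passed edgeR's expression filter, with adjustment over the 18 tests of each mutant against WT. The direct comparison of the mutants was adjusted over its own 9 tests.

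Replicate numbers came from the library titles, and the same-numbered libraries were taken as a series only after the check described in the results. The text names T, the Cdx genes, Sox2, Sox3 and members of the gene sets. It also names, for each comparison, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change as estimated by DESeq2, an order that is not measured for genes at the floor. These had an adjusted p of at most 0.05, a mean normalised count of at least 50 in the higher group and all 3 libraries of one group above all 3 of the other. Other genes are marked where they were chosen after their values were seen, and some results for single genes are not reported here. Alternatives covered TMM factors, a filter of at least 10 counts in at least 3 libraries, the replicate block, the edgeR test, fits to the 6 libraries compared, an adjusted p of at most 0.01, an absolute log2 fold change above 1, the camera set test and leaving out each library. Alternatives for normalised values did not apply to counts. Gene sets, tests and these alternatives were fixed before the data were examined.

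Coordinates are from GENCODE release M21 on GRCm38, the same assembly as mm10, counted from 1. Of the 24736 symbols, 24204 matched a GENCODE name, 311 a RefSeq symbol and 151 a RefSeq synonym, and 70 had no match. Totals of 25124337 to 34705355 counts put the floor of 3 counts between 0.0864 and 0.119 CPM. A fold change against a group whose libraries were all at or under this floor is given as a lower bound, and floors cover counting error only. The bound divides the mean normalised count of the other group by 3, which was not scaled by size factors. These were 0.797, 1.12 and 1.06 in CdxKO replicates 1, 2 and 3. In replicate 1, 3 counts thus exceed 3 normalised counts, so the bounds are approximate and can be slightly too high. The scripts were tested on simulated counts for 16585 genes, of which 200 were changed. Without a simulated replicate effect DESeq2 recovered 97% of the changed genes, with 21 false calls among 215. With such an effect it recovered 82.5% without the block and 95.5% with it. False calls were then 2 among 167 and 20 among 211. The 21 and 20 false calls exceed the share that an adjusted p of at most 0.05 aims for. Recovery depends on the size of the simulated changes, so these percentages need not hold for smaller ones.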

Results

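Gene expression was measured by RNA sequencing in 9 cultures of mouse embryonic stem cells that had been differentiated towards caudal epiblast-like cells (CEpiLCs), an in vitro counterpart of the posterior progenitors that build the trunk. The cells were cultured with basic fibroblast growth factor at 10 ng per ml and with LGK974 at 5 uM, a Porcupine inhibitor that blocks WNT secretion. CHIR99021, a GSK3 inhibitor that activates WNT signalling, was added for the final part of the culture, and cells were collected at 72 h, on day 3. The 3 groups were wild type (WT), a triple mutant of Cdx1, Cdx2 and Cdx4 (CdxKO) and a mutant of T, also called Bra (T/BraKO), each with 3 biological replicates. Total expected counts ranged from 25124337 in CdxKO replicate 1 to 34705355 in T/BraKO replicate 3, and 18902 of the 24736 genes had a count in at least 1 library. The ribosomal RNA gene Rn45s took between 0.343% and 4.21% of the counts in a library. No pair of libraries agreed within sampling noise, so all were treated as separate replicates.

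Replicates carrying the same number deviated from their group means in the same way. Across 12316 genes with a mean normalised count of at least 50, the correlation of these deviations averaged 0.736 over the 9 pairs of same-numbered libraries from different genotypes, and ranged from 0.555 to 0.845. Over the 18 pairs with different numbers it averaged -0.354, where a negative value follows in part from centring each group. These correlations are across genes, which are not independent replicates. Each comparison is therefore given both without a term for the replicate number and with the replicate number as a block.

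The targeted genes were compared first. T (GRCm38 chromosome 17, 8434423 to 8442496) had 12243 ± 2181 normalised counts (mean ± SD, n = 3) in WT, 2295 ± 563 in T/BraKO and 13340 ± 6780 in CdxKO. T was lower in T/BraKO than in WT by DESeq2 (log2 fold change -2.42, SE 0.34, adjusted p 7.83e-10), although its transcript persisted, and did not differ between CdxKO and WT (log2 fold change 0.12, adjusted p 1). Cdx4 (chromosome X, 103321398 to 103330592) fell from 118 ± 52.2 normalised counts in WT to 1.64 ± 0.338 in CdxKO. Because no CdxKO library exceeded 3 counts of Cdx4, it was at least 39.4-fold lower. Cdx1 (chromosome 18, 61018862 to 61036199) had 536 ± 90.7 normalised counts in WT and 272 ± 68.7 in CdxKO (log2 fold change -0.98, SE 0.22, adjusted p 0.00373). Cdx2 (chromosome 5, 147300805 to 147307270) had 4200 ± 1740 in WT and 1031 ± 515 in CdxKO (log2 fold change -2.03, SE 0.51, adjusted p 0.0147). In T/BraKO, Cdx1 and Cdx2 passed the threshold with the replicate block (log2 fold changes 0.68 and 0.37, adjusted p 2.39e-05 and 1.45e-04) but not without it, except that Cdx1 also passed in the fit to the 6 libraries compared. Sox2 had 701 ± 250 normalised counts in WT, 680 ± 185 in CdxKO and 732 ± 338 in T/BraKO, differences smaller than the spread between replicates. The same held for Sox3, with log2 fold changes of 0.16 in CdxKO and 0.16 in T/BraKO.

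**Figure D1:**
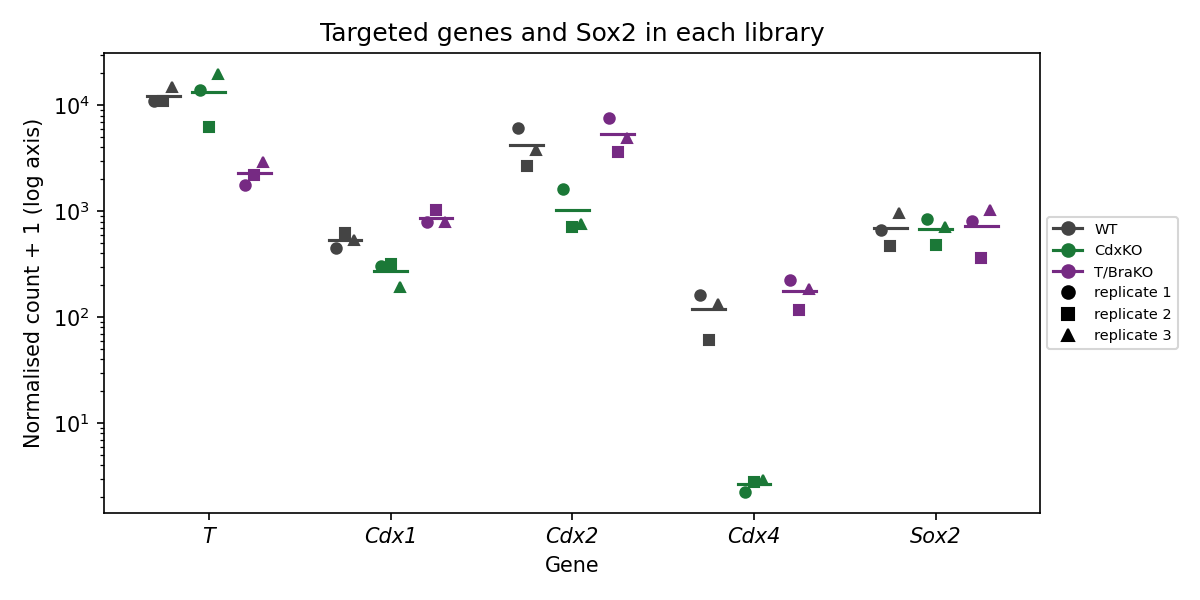
Normalised counts plus 1 (log axis) of T, Cdx1, Cdx2, Cdx4 and Sox2 in each of the 9 libraries, coloured by genotype, with a marker shape for each replicate number and a line at each group mean. T stood lower in all 3 T/BraKO libraries and Cdx1, Cdx2 and Cdx4 in all 3 CdxKO libraries, while Sox2 overlapped between genotypes.

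The comparison of CdxKO with WT asked which genes depend on the CDX factors in CEpiLCs. DESeq2 called 56 genes higher and 60 lower in CdxKO at an adjusted p of at most 0.05. With the replicate block it called 471 higher and 265 lower, and 114 of the 116 calls made without the block were among them. The edgeR quasi-likelihood test moved the counts furthest downwards, to 5 higher and 11 lower. The largest increases among genes that met the naming rule were in H19, Hand1, Wnt7b, Nnat and Meis2. Hand1 (chromosome 11, 57828705 to 57832818) rose from 35.6 ± 10.3 to 194 ± 27 normalised counts (n = 3 each; log2 fold change 2.44, SE 0.28, adjusted p 2.58e-14; with the block, adjusted p 2.89e-17). H19 rose from 34.7 ± 27.7 to 540 ± 308, with a log2 fold change of 3.96 and an adjusted p of 0.00475. The log2 fold changes of Wnt7b, Nnat and Meis2 were 1.83, 1.66 and 1.60. The most negative model estimates that met the naming rule were in the Y-linked genes Ddx3y, Uty and Eif2s3y and in Hoxc8 and Hoxaas3. All were at or under 3 counts in CdxKO, so their order was not measured. Ddx3y (chromosome Y, 1260771 to 1286629) had 1727 ± 55.7 normalised counts in WT and no count in any CdxKO library, so it was at least 576-fold lower. Uty and Eif2s3y were at least 353-fold and 685-fold lower. Hoxc8 and Hoxaas3 had no count in any CdxKO library and were at least 24.3-fold and 21.7-fold lower, bounds that do not place them above genes such as Hoxb8 or Cdx4. The WT means behind these bounds rested mostly on replicate 1. In WT replicates 1, 2 and 3, Hoxc8 had 156, 5.80 and 56.9 normalised counts. Hoxaas3 had 143, 1.93 and 50.3, so WT replicate 2 was itself under 3 counts. The bounds therefore do not hold for each WT library. Hoxaas3 overlaps the Hoxa cluster on the other strand, and the authors' counting used strand.

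Many Hox genes fell in CdxKO, and no test compared positions in the cluster. The trunk genes Hoxa7, Hoxa9, Hoxc9, Hoxd8 and Hoxd9 were not called (WT means of 19.1, 4.63, 3.07, 8.25 and 6.56 normalised counts). Of these, Hoxa9 and Hoxc9 had large negative model estimates (-3.65 and -4.03) from WT means near the floor. Hoxb5, Hoxc4 and Hoxc5 of the anterior set were called lower. Hoxb9 (chromosome 11, 96271457 to 96276595) had 2011 ± 1938 normalised counts in WT and 22.7 ± 9.34 in CdxKO (log2 fold change -6.47, SE 1.09, adjusted p 2.14e-06; with the block, 1.37e-07). The WT libraries alone spanned 204 to 4057 normalised counts. Hoxb8 and Hoxb7 had log2 fold changes of -7.45 and -4.81 in CdxKO, with adjusted p of 1.05e-09 and 4.57e-09. Hoxb6 was at least 37.2-fold lower, a bound from the mean of WT libraries at 222, 18.4 and 95.1 normalised counts. Hoxb4 had a smaller log2 fold change of -2.13 (adjusted p 0.0186). Hoxa3 had a log2 fold change of -4.12 (adjusted p 5.67e-04). Hoxb1 had a positive log2 fold change that passed the threshold with the block (0.79, adjusted p 0.00245) and not without it (0.83, adjusted p 1). As sets fixed before the data were examined, 8 trunk Hox genes had a median log2 fold change of -6.15 in CdxKO, with 7 lower, and 14 anterior Hox genes had a median of -2.77, with 11 lower. By limma's fry test these sets had adjusted p of 0.133 and 0.46 over the 18 tests of 9 sets in 2 mutants. With the replicate block the medians were -5.55 and -2.65, with an adjusted p of 0.0322 for both sets. Neither passed with camera or in the fit to the 6 libraries, both run without the block. The anterior Hox median was -1.29 in the latter, where the expression filter was applied anew to the 6 libraries. That median can thus cover other genes than the 14 above, so it does not show a smaller effect. The trunk Hox medians rest in part on Hoxc6 (-5.82, and -5.50 with the block), which was at or under 3 counts in every CdxKO library. They are therefore model estimates and not measured changes.

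**Figure D2:**
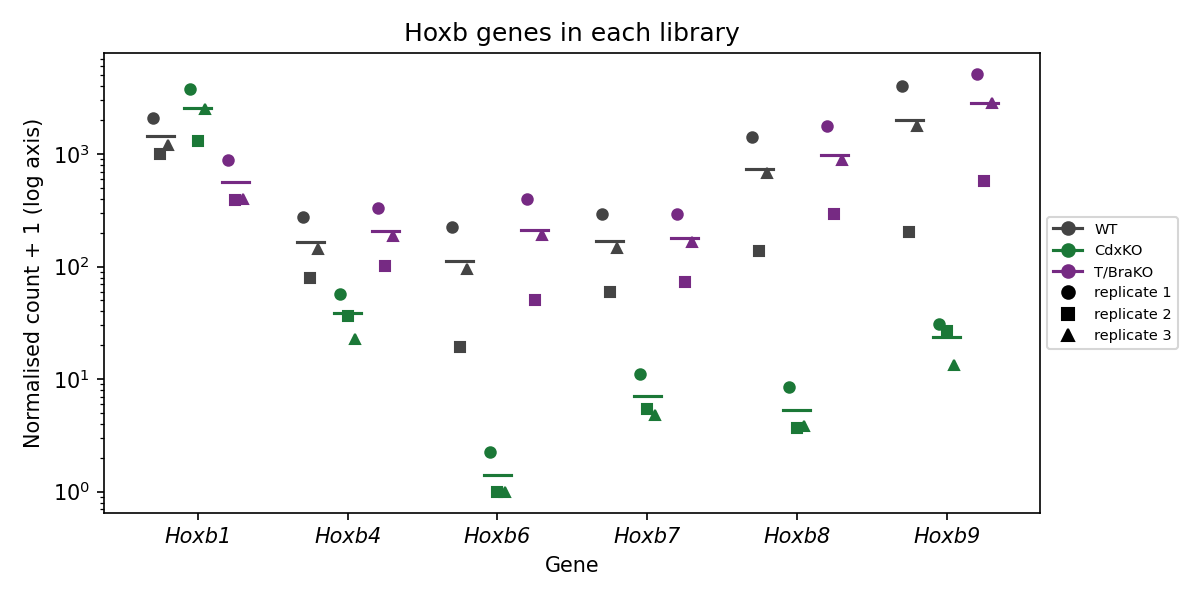
Normalised counts plus 1 (log axis) of Hoxb1, Hoxb4, Hoxb6, Hoxb7, Hoxb8 and Hoxb9 in each of the 9 libraries, coloured by genotype, with a marker shape for each replicate number and a line at each group mean. From Hoxb4 to Hoxb9 the CdxKO libraries lay below the WT libraries, and replicate 2 was the lowest WT library for each of these genes.

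The other sets gave no call in CdxKO by fry, with or without the block. Within the caudal epiblast set, Wnt3a fell from 715 ± 135 to 267 ± 103 normalised counts in CdxKO (n = 3 each; log2 fold change -1.42, adjusted p 4.60e-04). Wnt8a fell from 4661 ± 318 to 2734 ± 273 (log2 fold change -0.77, adjusted p 0.00511). Fgf8 passed the threshold in CdxKO with the block and not without it (log2 fold change -0.65, adjusted p 0.00401). Msgn1 and Tbx6 did not differ between CdxKO and WT, with log2 fold changes of 0.41 and -0.18.

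The comparison of T/BraKO with WT asked which genes depend on T. DESeq2 called 28 genes higher and 177 lower in T/BraKO. With the replicate block it called 617 higher and 620 lower, including 188 of the 205 calls made without it, so that the share of higher calls moved from 13.7% to 49.9%. The edgeR test called 7 higher and 49 lower. The largest increases that met the naming rule were in Hprt, Pcdh8, Pmaip1, Apela and Skida1. Hprt (chromosome X, 52988137 to 53021659) had 21.7 ± 5.81 normalised counts in WT, 22.4 ± 2.37 in CdxKO and 3938 ± 303 in T/BraKO (log2 fold change 7.52, SE 0.22, adjusted p 1.38e-254). The next was Pcdh8, with a log2 fold change of 1.40 (adjusted p 0.0244; with the block, 0.0392). Pmaip1, Apela and Skida1 had log2 fold changes of 1.29, 1.08 and 1.05. Among genes that met the naming rule, the most negative model estimates were in Arg1, Avpr1b, Sprr2a3, Sprr2a1 and Sprr2a2. Arg1 was at least 22.7-fold lower, a bound that does not place it above the others, and received no adjusted p with the block. Avpr1b fell from 119 ± 79.2 to 1.53 ± 2.64 normalised counts (log2 fold change -6.23, adjusted p 3.22e-10). The 3 Sprr2a genes had log2 fold changes between -6.10 and -6.04, but Sprr2a1 and Sprr2a2 held identical counts in every library. Reads were thus shared between these copies, and the value of each is uncertain.

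Several genes of the paraxial mesoderm programme fell in T/BraKO, while Pcdh8, also a member of that set, rose. Only 4 genes of the set were among the 177 called lower, so most lower calls lay outside it. Msgn1 (chromosome 12, 11208360 to 11208972) fell from 154 ± 57.4 to 3.21 ± 1.33 normalised counts (n = 3 each; log2 fold change -5.58, SE 0.72, adjusted p 8.59e-12). Tbx6 fell from 182 ± 87.5 to 17.1 ± 3.38 (log2 fold change -3.41, adjusted p 2.05e-07). Dll1 and Rspo3 had log2 fold changes of -1.05 and -1.95. Fgf8 and Wnt3a had log2 fold changes of -1.56 and -1.18, with adjusted p of 5.01e-07 and 0.00726. Sp5 and Fgf17 rose, with log2 fold changes of 0.70 and 0.78 and adjusted p of 6.19e-06 and 0.00627. The paraxial mesoderm set had a median log2 fold change of -0.66 over 11 genes and an adjusted p of 0.257 by fry. With the replicate block the median was -0.69, with an adjusted p of 0.0322. The WNT feedback set had a median of 0.16 with and without the block, with adjusted p of 0.17 without it and 0.0322 with it. The epiblast set also passed the threshold with the block and not without it (median 0.29, adjusted p 0.0469). The trunk Hox set did not differ between T/BraKO and WT (median 0.42, adjusted p 0.809; with the block, median 0.59, adjusted p 0.475).

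The mutants were then compared directly, which tests whether their effects differ. DESeq2 called 404 genes higher and 154 lower in CdxKO than in T/BraKO, and 1157 higher and 1030 lower with the replicate block, so that the share of higher calls moved from 72.4% to 52.9%. The genes furthest apart by model estimate that met the naming rule were Sprr2a3, Sprr2a1, Sprr2a2, Cd36 and Msgn1, which were higher in CdxKO, and Ddx3y, Uty, Eif2s3y, Hoxb6 and Hoxc8, which were lower. Cd36 had a log2 fold change of 6.07 (SE 0.63, adjusted p 3.66e-19). Against WT, 4 genes were called in both mutants in the same direction: Wnt3a and Ptpn13 were lower, and Zdbf2 and C77080 were higher. Ptpn13, Zdbf2 and C77080 fall outside the naming rule and were chosen after their values were seen. A further 7 genes were called in opposite directions, 6 of them higher in CdxKO and lower in T/BraKO. With the replicate block 94 genes were shared in the same direction and 83 in opposite directions. Of the 310 genes called in either mutant against WT, 263 were also called between the mutants.

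**Figure D3:**
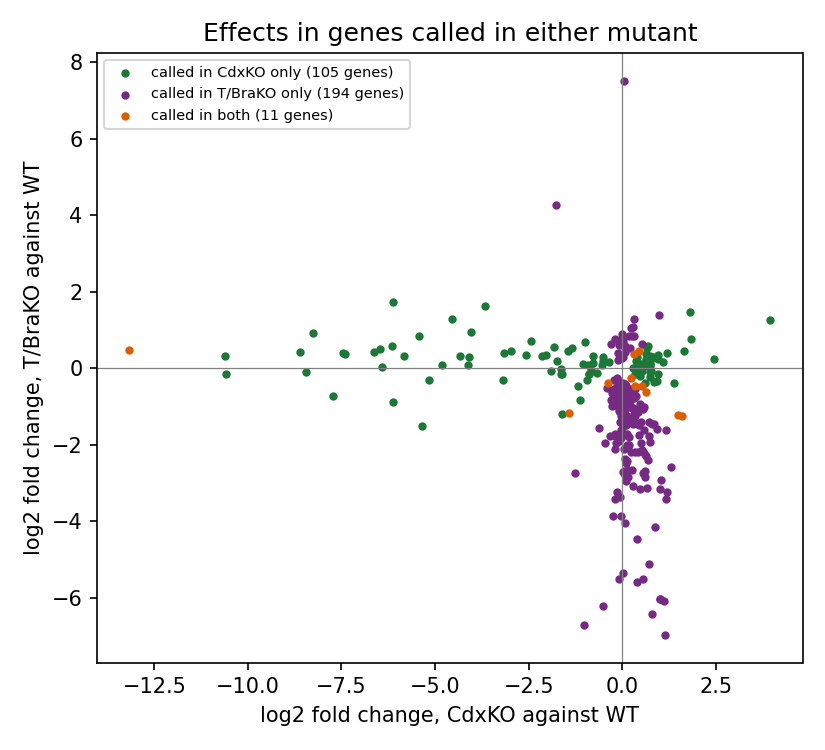
Log2 fold change against WT in CdxKO (horizontal axis) and T/BraKO (vertical axis) for the 310 genes called in either mutant, 1 point per gene, coloured by where the gene was called. Most points spread along one axis, and 11 genes were called in both.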

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

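The comparisons in this part were specified before the data were examined, except that the genes listed individually include some picked from the set members after their values were seen. They were picked out because the effects of the mutants against WT differed when CdxKO and T/BraKO were compared directly.

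The trunk Hox set differed between the mutants (median log2 fold change -6.56 in CdxKO against T/BraKO, 8 of 8 genes lower, fry adjusted p 0.0282). That median rests in part on Hoxc6 (-6.16), at or under 3 counts in every CdxKO library, so it is not a measured change. The trunk Hox median with the replicate block was -6.19 (adjusted p 0.0146), and 4 other sets also passed. These were anterior Hox (median -2.90, adjusted p 0.0171), paraxial mesoderm (0.57, 0.029), caudal epiblast (-0.28, 0.04) and epiblast genes (-0.33, 0.0263). Without the block, Hoxb9, Hoxb8, Hoxb7, Hoxb4 and Hoxa3 had log2 fold changes of -6.97, -7.86, -4.90, -2.45 and -4.19 in this comparison. Hoxb1 differed in the other direction (2.19, adjusted p 0.00393). Against WT its log2 fold changes were 0.83 in CdxKO and -1.36 in T/BraKO, so the fall in T/BraKO was the larger part. Both passed the threshold with the block and not without it in the fits to all 9 libraries. The targeted genes differed as the labels give, with 2.54 for T, -1.67 for Cdx1 and -2.38 for Cdx2. Hoxb6 and Cdx4 were at or under 3 counts in every CdxKO library, so their model estimates of -9.18 and -6.71 are not measured changes. Against the floor they were at least 70.3-fold and 58.4-fold lower in CdxKO. Msgn1, Tbx6 and Fgf8 were higher in CdxKO by 5.99, 3.23 and 0.94 on the log2 scale, and Wnt8a was lower (-0.92).

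GC content and transcript length were weighed as technical explanations in the fits with the replicate block. The strongest rank correlation with the log2 fold changes over the 3 comparisons was 0.121 for GC content and -0.126 for transcript length, both under the 0.3 set beforehand. Other splits of the libraries that kept 1 library of each replicate number in every group gave fewer calls. Over the 3 comparisons, 1 of the 36 splits, the real one, gave as many calls without the block (879, against at most 484 in the others, reached where T/BraKO was kept whole), and 1 of the 36 with it (4160, against at most 1538). For each pair of genotypes only 4 splits part all same-numbered libraries, too few for a share under 0.05. The real split was the only 1 of the 4 with as many genes higher or lower in each of the 3 comparisons, and the only 1 of the 4 with as many calls in each with the block.

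For the sets in CdxKO, 1 of the 4 splits gave as large a median for anterior Hox, trunk Hox, early streak and mesendoderm, and naive pluripotency genes. It was 2 of the 4 for caudal epiblast, epiblast and neural genes and 3 of the 4 for paraxial mesoderm and WNT feedback genes. For all 9 sets in T/BraKO it was 1 of the 4. Of the 36 splits, 7 gave as many genes shared in the same direction against any group as the 4 seen against WT, which is not a like-for-like count. Against any group the real split shared 177, the highest of the 36 (next 168). Of the 7, 6 were splits that kept a mutant group whole, where taking that group as the reference forces sharing (77 to 168 genes), and the real split keeps both mutant groups whole, so neither count settles the question. The 29 splits that kept no mutant group whole shared at most 1 gene. For opposite directions it was 1 of the 36. The labels name no second line of any genotype, so a line difference and the mutation cannot be told apart in any of these comparisons.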

How the results depend on the processing

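The edgeR test gave fewer calls and the replicate block more. In the order higher then lower, edgeR called 5 and 11 genes in CdxKO against WT, 7 and 49 in T/BraKO against WT, and 181 and 56 in CdxKO against T/BraKO. The replicate block gave 471 and 265, 617 and 620, and 1157 and 1030. The edgeR test with the replicate block, chosen after seeing the data, gave 411 and 252, 625 and 757, and 1484 and 1240. For genes called in both mutants, edgeR gave 0 in the same and 0 in opposite directions (with 739 and 879 genes at an unadjusted p of at most 0.05 in CdxKO and T/BraKO), the block 94 and 83, and edgeR with the block 81 and 82. Simulated data with a replicate effect also lost calls without a block. There DESeq2 called 167 genes without it and 211 with it, and edgeR 121 and 202. Only 200 genes were changed in the simulation, so a gap as large as the real one could not arise from them. With the block, 81 of 736 calls in CdxKO and 147 of 1237 in T/BraKO had an absolute log2 fold change above 1. Between the mutants it was 352 of 2187. The simulation thus cannot show whether a replicate effect accounts for the size of the gap. An absolute log2 fold change above 1 left 10 genes higher in CdxKO, 6 and 111 in T/BraKO, and 207 and 58 between the mutants, with 1 and 2 shared. An adjusted p of at most 0.01 left 28 genes higher in CdxKO, 96 lower in CdxKO than T/BraKO and 1 shared in opposite directions. TMM factors, the filter of at least 10 counts, fits to the 6 libraries and removal of Y-linked genes, Hprt and Rn45s, the last chosen after seeing the data, kept every count within 1.5 times.

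Leaving out 1 library at a time gave 20 to 60 genes higher and 33 to 51 lower in CdxKO, 15 to 29 and 103 to 175 in T/BraKO, and 257 to 474 and 96 to 156 between the mutants. Shared genes ranged from 1 to 4 in the same and 0 to 15 in opposite directions. Of the 116, 205 and 558 calls of the 3 comparisons, 44, 99 and 284 were called in all 6 such fits.

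With the replicate block the anterior Hox (-2.65) and trunk Hox (-5.55) sets in CdxKO, and the paraxial mesoderm (-0.69), WNT feedback (0.16) and epiblast (0.29) sets in T/BraKO, passed the threshold. None of them passed with camera or in the fit to the 6 libraries, but both were run without the block, where fry did not pass either, so they do not test the blocked results. The fit to the 6 libraries gave medians of -1.29, -6.47, -0.79, 0.16 and 0.19 in this order (adjusted p 0.837, 0.0699, 0.0699, 0.0764 and 0.837), and camera gave adjusted p of 0.583, 0.321, 0.583, 0.321 and 0.755. WNT feedback in CdxKO changed sign (-0.0074), and passed the threshold in neither fit (adjusted p 0.809 without the block and 0.475 with it). The expression filter was applied anew in the fits to the 6 libraries and in those that left out 1 library. Their medians can thus cover other members of a set, and differences between medians are not differences in effect alone. Leaving out 1 library changed the sign of medians that had passed no threshold. In CdxKO these ranged from -0.18 to 0.27 for paraxial mesoderm, -0.039 to 0.14 for WNT feedback, -0.092 to 0.59 for early streak and mesendoderm, -0.075 to 0.68 for naive pluripotency and -0.080 to 0.41 for epiblast genes. In T/BraKO they ranged from -0.20 to 0.92 for anterior Hox, -0.26 to 1.41 for trunk Hox, -0.17 to 0.33 for caudal epiblast, -0.16 to 0.48 for naive pluripotency and -0.73 to 0.071 for neural genes.

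Single genes changed sign only where no threshold had been passed. In CdxKO the fits that left out 1 library ranged from -0.17 to 0.86 for Msgn1, -0.94 to 0.27 for Tbx6, -0.28 to 0.46 for T, -0.26 to 0.26 for Sox2 and -0.0056 to 0.38 for Sox3. In T/BraKO they ranged from -0.26 to 0.38 for Sox2, -0.078 to 0.39 for Sox3, -0.54 to 0.68 for Hoxa3, -0.20 to 0.91 for Hoxb4, -0.48 to 0.79 for Hoxb7, -0.34 to 1.28 for Hoxb8 and -0.25 to 1.53 for Hoxb9. Over 781 refits of 71 single-gene comparisons, 681 gave the same call, 68 were weaker, 10 stronger and 22 of the other sign. The edgeR test accounted for 25 of the weaker ones. Among the fits that left out 1 library, Rspo3 in T/BraKO fell short of the threshold in 6 of 6, Skida1 in 5, Fgf17 and Pcdh8 in 4 and Wnt3a in 3. In CdxKO, Hoxb4 did so in 4, and Cdx2 and Wnt7b in 3. The cause of these weaker calls was not tested.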

Other observations

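The tests on Y-linked genes (except Xist), on Hprt labels, on imprinted genes, on replicate series as points of the caudal response, on calls without Y-linked genes and on fibroblast markers were chosen only after the result was seen. Each explanation below is a hypothesis, since it was found and tested on the same data.

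Y-linked genes were close to 0 in CdxKO. All 9 Y-linked genes with a WT mean of at least 5 normalised counts were at or under 3 counts in all 3 CdxKO libraries. All 3 CdxKO libraries were also at or under 3 counts of Cdx4, which goes against a single mislabelled or mixed library. Mean Xist was 10.6 normalised counts in WT and 6.26 in CdxKO, a ratio of 0.591 that rests on few counts. The lack of a rise goes against an XX line. A candidate explanation is loss of the Y chromosome in the CdxKO line, though genes lost singly were not tested at the DNA level. Of the X-linked partners Ddx3x, Eif2s3x, Kdm5c and Kdm6a, 1 was higher at the threshold with the block (Ddx3x, log2 fold change 0.18), so a general rise of the X copy was not seen.

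No autosome stood out by the 0.2 set beforehand. The median furthest from all autosomal genes was chromosome 8 in T/BraKO against WT (-0.0706 over 661 genes). This goes against gain or loss of a whole autosome in all cells. A gain in a small share of cells, or a gain or loss of part of an autosome, was not tested. A median over a whole chromosome would miss a change in a small part of it, so such changes remain possible in either mutant line.

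Hprt was expressed in all 3 T/BraKO libraries, each of which also had low Msgn1, so 1 mislabelled or mixed T/BraKO library does not account for it. The 10 nearest expressed genes had a median log2 fold change of 0.14, which goes against a shift of the whole chromosome region around Hprt. Among them, Gpc3 was called and was lower in T/BraKO (-0.65, DESeq2 adjusted p 0.0117), the opposite direction to Hprt. The T/BraKO line may carry a working Hprt gene that the WT and CdxKO lines lack, but its origin could not be tested from expression. For other lines, the study's methods placed constructs in the HPRT locus and selected integrants in hypoxanthine-aminopterin-thymidine medium. They describe no such step for T/BraKO, so whether engineering of this locus explains the signal is open. The study's methods derive all lines from the line used as WT, which goes against a different parental line.

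Imprinted genes changed in CdxKO, which was seen first in Cdkn1c (chosen after its values were seen; 1198 ± 293 normalised counts in WT and 33.5 ± 4.18 in CdxKO, log2 fold change -5.16, DESeq2 adjusted p 1.83e-87) and in H19 and Nnat. Leaving out the 6 genes seen first, 21 of 41 imprinted genes were called in CdxKO with the replicate block, against 5.59% of the other genes (Fisher's exact test, two-sided, p 5.94e-16). In T/BraKO 11 of the 41 were called, against 9.82% (Fisher's exact test, p 0.00162), so an excess was also seen in the other line. The excess in one line was not tested against that in the other. For CdxKO, of 10000 lists of other genes matched on mean expression, the highest held 10 calls (permutation p 1e-04, the smallest they can give), so higher power at highly expressed genes does not account for the excess in CdxKO. No such lists were drawn for T/BraKO. By allele, 15 of 15 called genes usually expressed from the paternal copy were higher and 5 of 6 from the maternal copy were lower in CdxKO (Fisher's exact test, p 0.000295). The tests on imprinted genes take genes as independent. Snrpn and Snurf had nearly the same counts in every library (2113 and 2098 normalised counts in WT replicate 1). They are not separate results, so these p-values may be too small. The alleles were assigned from general knowledge. H19, usually expressed from the maternal copy and left out of this count, went against this and rose (3.96), and Igf2, expressed from the paternal copy of the same region, did not change (-0.11, adjusted p with the block 0.651). Over the other called genes the pattern is consistent with a change at many imprinted genes towards the paternal pattern in the CdxKO line, but not at all of them. Whether it follows from loss of the CDX factors could not be told, and methylation was not analysed here.

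Same-numbered libraries deviated together, and neither GC content (largest rank correlation -0.0887) nor transcript length (-0.21) reached the 0.3 set beforehand. The share of Rn45s set replicate 1 apart. It was 1.69%, 4.21% and 3.69% in replicate 1 of WT, CdxKO and T/BraKO, against 0.343% to 0.992% in replicates 2 and 3. This was not tested as an explanation, so a technical difference between the series remains possible. Trunk Hox and naive pluripotency genes deviated in opposite directions in 2 of the 3 replicate numbers, so replicate series at different points of the caudal response remain possible and cannot be told apart from other differences between the series.

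More genes were called between the mutants than in either against WT. Across genes the effects of the mutants had a Pearson correlation of 0.00563 and a Spearman correlation of 0.211, both under the 0.5 that a shared WT group alone gives in a Pearson correlation, so changes partly in opposite directions remain possible. Without Y-linked genes 551 calls remained, so these genes alone do not account for it. Col1a1 and Col1a2 were lower in T/BraKO than in CdxKO (log2 fold changes 1.91 and 1.26 in CdxKO against T/BraKO), but Col3a1 was not (-0.21). Of 10 fibroblast markers, 7 were lower in T/BraKO, short of the 8 set for unequal feeder cell carry-over. This count cannot decide, since it includes the collagen genes that prompted it and genes such as Lum (adjusted p 0.963). Among the other markers, Postn was called lower in T/BraKO (3.89) and Thy1 higher (-1.20), so carry-over remains possible.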
